A study of Neurospora crassa with 6 samples.

How the data were processed

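Polyadenylated RNA was measured by RNA sequencing in 6 liquid cultures of the filamentous fungus Neurospora crassa, 3 of a control strain and 3 of a strain carrying a mutation of the clock gene period-2 (prd-2). Per the labels' protocols, mRNA was selected with oligo(dT) beads, libraries were directional, and paired-end reads of 150 bp were produced on an Illumina NovaSeq instrument. The deposited values are FPKM (fragments per kilobase of transcript, scaled to library size), made by the authors with 1 value per gene and sample. The aligner, the quantification program, the genome build, the annotation, any filter and any scaling between libraries are not stated in the labels or the header, and neither is whether the strand of the reads was used in assigning them to genes or how fragments matching several genes were handled. FPKM divides by transcript length and by library size, so the number of fragments behind a value is not given, and a large change in a few abundant genes shifts the values of all others.

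The table held 9730 genes under their NCU locus tags and 6 columns, each of which carries the short name given to exactly 1 sample in the labels. There was no column of any other sample. Gene symbols were taken from a RefSeq gene table of assembly NC12, in which 9729 of the 9730 locus tags were found and 1118 had a symbol of their own. The assignment of prd-2 to NCU01019 is not made by the labels or by that table and comes from knowledge of the study. The build behind the values is not named, so the NC12 table was used for symbols and for which genes neighbour or overlap each other, and no coordinates are given.

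Values were transformed as log2(FPKM + 1). Genes with a mean FPKM of at least 1 over all 6 samples were tested, which left 7797 genes. Mutant and control were compared with limma 3.58.1 (lmFit, then eBayes with a mean-variance trend) in R 4.3.3, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05 on the adjusted p. All fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. Standard errors (SE) are limma's moderated ones. For single genes an exact permutation test of 3 against 3 cultures cannot give a two-sided p below 0.1, so inference rests on the model fitted across genes. Families of genes sharing a symbol prefix, with at least 6 tested members, were tested with limma's camera. Gene-order and gene-list tests were run in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, with 10000 seeded draws each. Random lists were matched on deciles of mean expression.

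The fitting code was checked on simulated data with the means and spreads of the real genes and 200 genes changed by 1 log2 unit. Of these 200 genes, 184 were called (92%), together with 8 unchanged genes among 7842 tested, and no gene was called when no change was planted. A family with a planted shift of 0.3 log2 units was the 1 family called, and no family was called without it. Genes were simulated independently of each other. The check therefore does not show how often a family is called falsely when its genes move together. The permutation tests of gene order gave p = 0.31 and p = 0.744 with nothing planted and p = 0.001 and p = 0.011 with planted patterns, over 7796 genes and 1000 draws.

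Absolute depth is unknown. Relative depth could be read from the lowest values: among genes below 0.15 FPKM in every sample, 81.0% to 90.1% of the ratios to control replicate 1 fell on ratios of small whole numbers of fragments. By this measure a single fragment was worth 1.107 times as much FPKM in control replicates 2 and 3 as in control replicate 1, and 0.961, 1.132 and 1.077 times as much in mutant replicates 1, 2 and 3. No counting interval or detection floor is given, because the values used here are FPKM and not counts.

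The named genes followed a rule: prd-2 and ck-1a, a list of 19 clock genes, and the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05 whose mutant values all lay beyond all control values. The comparison, the rule, the gene list and these alternatives were chosen before the data were examined: a pseudocount of 0.1, no filter, a mean of at least 5 FPKM, rescaling every sample to the same total (TPM scale), median centring, quantile normalization, no variance trend, a replicate block, and leaving out each culture in turn. Replicate numbers 1 to 3 come from the sample titles and are shared by both groups. The labels do not say whether same-numbered cultures were grown or handled together. No genome sequence was used here, so GC content was not checked, and gene length was not checked because the annotation behind the values is not named.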

Results

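To examine the transcriptome of a prd-2 mutant, and the clock gene ck-1a in particular, RNA was compared between the mutant and its control. Each genotype was a single strain, so the standard errors and p-values measure the spread between cultures of that strain. A strain difference other than prd-2 cannot be separated from the loss of prd-2 in any of these comparisons, that of ck-1a included. Both strains carry the ras-1 allele bd (band), which makes the daily rhythm of conidiation visible in culture, and both are of mating type A. In the mutant, prd-2 is disrupted by the barR resistance marker. The cultures, 3 per strain, were grown for 48 h at 25 °C in constant light in Bird medium with 1.8% glucose. No culture was labelled as a time point, so the data give expression levels after 48 h of growth in light and not rhythms.

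Summed FPKM per culture ranged from 657467 to 672543 in the controls and from 664476 to 688885 in the mutants. Between 7810 and 7852 genes reached 1 FPKM in a control culture, and between 7657 and 7681 did so in a mutant culture. The 10 most abundant genes held 13.2% to 14.4% of the summed FPKM in the controls and 11.9% to 12.6% in the mutants. Of the 9730 genes, 683 were listed at 0 in all 6 cultures. Pearson correlations of log2(FPKM + 1) across the 7797 tested genes were 0.989 to 0.996 for the 6 pairs of cultures within a strain and 0.938 to 0.961 for the 9 pairs between strains. These correlations are across genes, which are not independent replicates. The first principal component held 84.4% of the variance and separated the strains, and the second held 7.3%.

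The mutated gene was examined first. NCU01019 (prd-2) measured 26.2 ± 1.31 FPKM in the controls (SD, n = 3) and 6.78 ± 0.784 FPKM in the mutants (SD, n = 3). The log2 fold change was -1.81 (SE 0.083, limma adjusted p = 1.41e-05), and the 3 mutant values, between 6.29 and 7.69, all lay below the lowest control value of 24.7. The mutant mean was 25.9% of the control mean, so signal assigned to the locus remained in the mutant. The annotated span of NCU01019 overlaps that of its neighbour NCU01021 in the NC12 assembly, and how fragments in the overlap were assigned is not stated. NCU01021 measured 132 ± 4.0 FPKM in the controls and 137 ± 2.41 FPKM in the mutants (SD, n = 3 each), and did not differ (limma adjusted p = 0.403).

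The transcript of ck-1a (NCU00685), which encodes casein kinase I, was lower in every mutant culture. It measured 338 ± 6.08 FPKM in the controls and 208.5 ± 2.43 FPKM in the mutants (SD, n = 3 each). The mutant mean was 61.7% of the control mean, and the log2 fold change was -0.69 (SE 0.047, limma adjusted p = 5.17e-05). The difference in means, 129.2 FPKM, far exceeded the spread within either strain. The alternative that moved the ck-1a estimate most was quantile normalization, which gave -0.77.

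**Figure D1:**
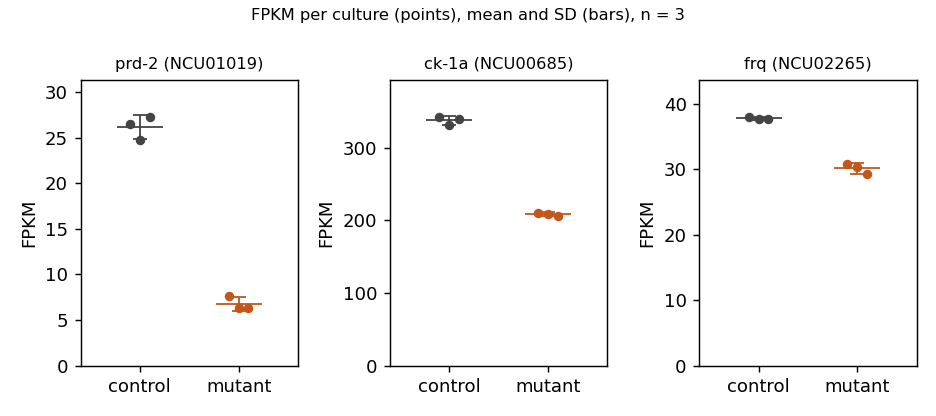
FPKM of prd-2 (NCU01019), ck-1a (NCU00685) and frq (NCU02265) in each culture, with points for single cultures, horizontal bars for the mean and error bars for the SD of 3 cultures per strain; every vertical axis starts at 0. Control and mutant values do not overlap for any of the 3 genes, and the mutant means are 25.9%, 61.7% and 79.8% of the control means.

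Across the transcriptome, 3725 of the 7797 tested genes (47.8%) differed between the strains at a limma adjusted p under 0.05. Of these, 1870 were higher and 1855 lower in the mutant. The median size of the change among them was 0.43 log2 units, and 3146 of them changed by less than 2-fold. A change of at least 2-fold was found for 579 genes, of which 163 were higher and 416 lower. Control and mutant values did not overlap for 4663 genes, or 59.8% of those tested, where 10% would be separated by chance with 3 cultures against 3. The number of called genes moved most when control replicate 2 was left out, to 2892, and the number with at least a 2-fold change moved most with a minimum mean of 5 FPKM, to 445.

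**Figure D2:**
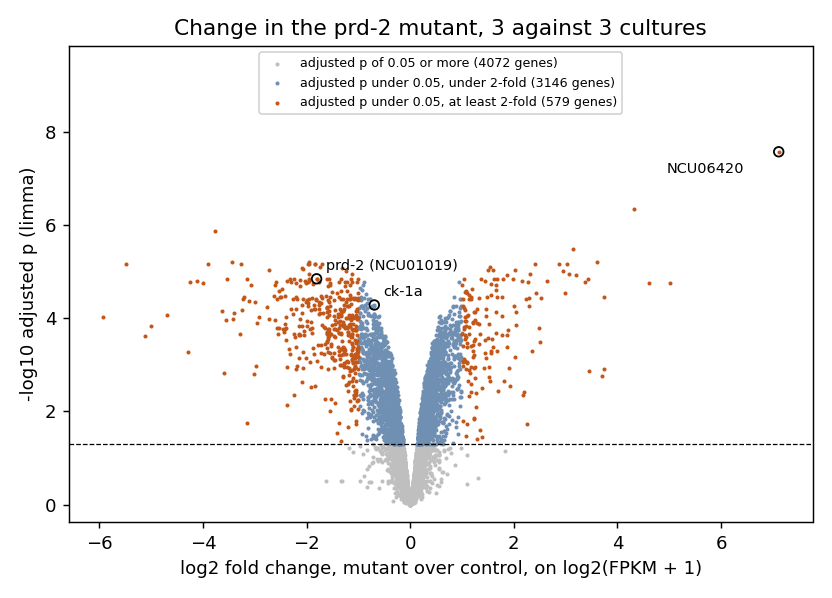
Each point is a tested gene, with the log2 fold change of mutant over control on the log2(FPKM + 1) scale on the horizontal axis and -log10 of the limma adjusted p on the vertical axis; the dashed line marks an adjusted p of 0.05. The 579 genes changed at least 2-fold (orange) lie more often on the lower side (416) than on the higher side (163), and ck-1a sits among the 3146 called genes with smaller changes (blue).

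The largest rise was that of NCU06420, which measured between 0.112 and 0.335 FPKM in the controls and between 164 and 176 FPKM in the mutants (log2 fold change 7.11, SE 0.082, limma adjusted p = 2.65e-08). NCU01212 rose by 5.02 log2 units (SE 0.261), from 0.718 ± 0.209 to 57.0 ± 19.8 FPKM (SD, n = 3 each). Its annotated span overlaps that of NCU01211, so its value is uncertain. NCU11365, which overlaps NCU11364 and is uncertain for the same reason, rose by 4.62 log2 units (SE 0.239). NCU17064 rose by 4.31 log2 units (SE 0.081), from 10.2 ± 0.577 to 223 ± 21.1 FPKM (SD, n = 3 each). The rise of NCU00830 (tcu-1), by 3.74 log2 units (SE 0.534), was the least precise of these 5, because control replicate 1 measured 23.8 FPKM and the other controls 4.73 and 5.83 FPKM.

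Of the 5 genes with the largest falls, NCU05122 fell by 5.93 log2 units (SE 0.47), from 128 ± 70.3 FPKM to 1.12 ± 1.23 FPKM (SD, n = 3 each; limma adjusted p = 9.39e-05). NCU08052 fell by 5.48 log2 units (SE 0.199), from 339 ± 109 to 6.41 ± 0.642 FPKM (SD, n = 3 each). NCU04533 (app), whose span overlaps that of NCU04532 and whose value is therefore uncertain, fell by 5.12 log2 units (SE 0.509). Its mutant replicate 1 measured 23.2 FPKM and the other mutants 6.51 and 4.06 FPKM. Without mutant replicate 1 its log2 fold change was -5.78 (SE 0.174). NCU05788 fell by 5.01 log2 units (SE 0.44) and NCU10865 by 4.69 log2 units (SE 0.362). In all 5 of these genes the control values declined from replicate 1 to replicate 3, for NCU05788 from 394 to 230 and then 157 FPKM.

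To place ck-1a among other components of the clock, a list of 19 genes was compared. All were tested, and 10 differed at an adjusted p under 0.05 over all tested genes, 7 of them lower and 3 higher in the mutant. With adjustment over the list alone, 11 differed. Apart from prd-2 itself, ck-1a had the largest change. The next largest was that of ras-1 (NCU08823, listed as bd), at -0.37 log2 units (SE 0.064, limma adjusted p = 0.00283), although its span overlaps that of NCU08822. The central clock gene frq measured 37.8 ± 0.189 FPKM in the controls and 30.1 ± 0.821 FPKM in the mutants (SD, n = 3 each), a log2 fold change of -0.32 (SE 0.047, limma adjusted p = 0.00146).

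Of the genes for the White Collar photoreceptor complex, wc-2 was lower by a similar amount (log2 fold change -0.34, SE 0.051, limma adjusted p = 0.0015), while wc-1 did not differ at this threshold (log2 fold change -0.09, SE 0.052, limma adjusted p = 0.191). The second casein kinase I gene, ck-1b, was lower by 0.34 log2 units (log2 fold change -0.34, SE 0.062, limma adjusted p = 0.00371), and its span overlaps that of NCU04006. The genes prd-4 and csp-1 were higher, with log2 fold changes of 0.33 (SE 0.058) and 0.30 (SE 0.060). The call of frh, at a log2 fold change of 0.17 (SE 0.054, limma adjusted p = 0.0342), was kept in 7 of 14 alternative settings, and that of NCU07839, at -0.21 (SE 0.062, limma adjusted p = 0.0281), in 10 of 14. The casein kinase II genes cka, ckb-1 and ckb-2 did not pass the threshold, and neither did the nonsense-mediated decay gene prd-6 (NCU04242; log2 fold change -0.13, SE 0.065, limma adjusted p = 0.133), NCU05267, NCU03435, vvd or fwd-1. The spans of ckb-2 and fwd-1 overlap those of NCU02755 and NCU04541. The casein kinase II gene ckb-1 did pass with adjustment over the list alone (adjusted p = 0.0486).

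**Figure D3:**
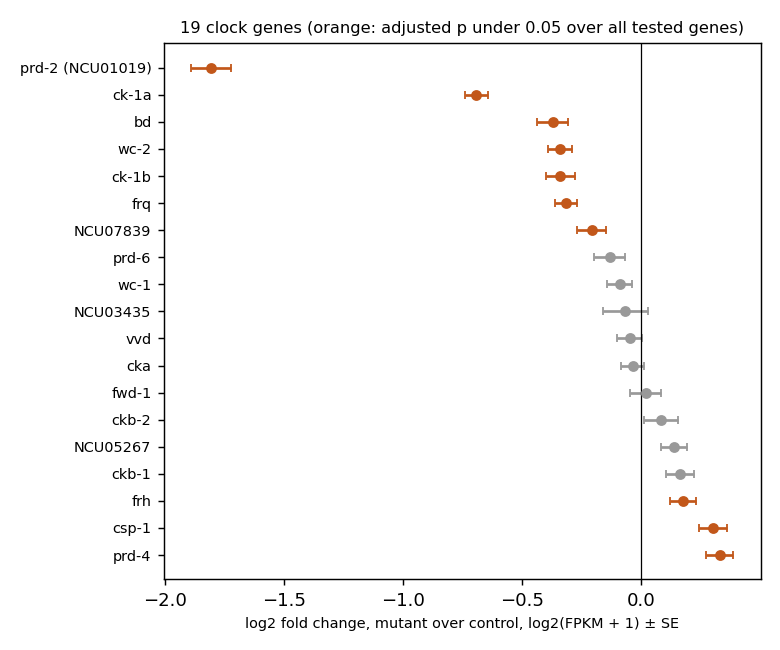
Log2 fold change of mutant over control on the log2(FPKM + 1) scale for the 19 clock genes, with error bars for limma's standard error, from 3 cultures per strain; orange points have an adjusted p under 0.05 over all tested genes and grey points do not. After prd-2 at -1.81 and ck-1a at -0.69, the other 17 genes lie between -0.37 and 0.33.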

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

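The 7 main results (the numbers of genes called, higher, lower and changed at least 2-fold, the clock list calls, and the changes of prd-2 and ck-1a) kept their direction and their side of the threshold, or stayed within 1.5 times the reported count, in the 8 alternatives that used all 6 cultures and in the 6 fits that each left out a culture. Outside those 6 fits and the replicate block, the number of genes called ranged from 3297 with a minimum mean of 5 FPKM to 3814 without a filter. The number changed at least 2-fold ranged from 445 with a minimum mean of 5 FPKM to 697 with a pseudocount of 0.1. Between 3210 (quantile normalization) and 3718 (pseudocount 0.1) of the 3725 called genes were also called in the alternatives with the same 7797 genes and no block. The share of called genes that were higher moved from 50.2% to 43.9% on the TPM scale and to 55.6% with quantile normalization, so the near balance of higher and lower calls is only as exact as the scaling. The median change of all tested genes stayed between -0.023 and 0.047 log2 units.

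Leaving out each culture in turn gave from 2892 to 3465 called genes, from 535 to 616 genes changed at least 2-fold, from 8 to 10 clock list calls, a change of prd-2 from -1.89 to -1.76 and a change of ck-1a from -0.71 to -0.68 log2 units. Over all 14 alternatives the adjusted p of ck-1a lay between 4.28e-05 and 0.00117 and that of prd-2 between 1.19e-05 and 0.000474.

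With the replicate number as a block, 1700 genes were called higher and 1663 lower, 3262 of them among the 3725 called without it, and 575 of the called genes changed at least 2-fold. The clock list had 9 calls, since frh no longer passed (log2 fold change 0.17, limma adjusted p = 0.0701). The changes of prd-2 (-1.81) and ck-1a (-0.69) had adjusted p-values of 0.000474 and 0.00117. The deviations of same-numbered cultures from their group means had a pooled correlation of -0.061 across genes, and -0.104, -0.175 and 0.068 for numbers 1, 2 and 3, so same-numbered cultures did not deviate in the same direction overall. On the first principal component numbers 1 and 3 deviated from their group means in opposite directions in the 2 strains, and number 2 lay close to both means, with scores of -0.468, -0.4 and -0.35 for controls 1 to 3 and 0.435, 0.419 and 0.364 for mutants 1 to 3.

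Among the other named genes, a pair without a call changed sign. The change of NCU04540 (fwd-1) became -0.016 log2 units on the TPM scale and ran from -0.018 to 0.069 across the fits leaving out a culture. That of NCU03435 became 0.006 with quantile normalization and ran from -0.172 to 0.008 across those fits. The TPM scale moved the median of all tested genes from 0.009 to -0.023, about as far as it moved NCU04540 from 0.018, so that sign change follows from the rescaling of all genes. For the other sign changes the cause was not tested. Both estimates are smaller than their standard errors. Apart from the block and the fits leaving out a culture, 3 other results changed, 1 weaker (frh on the TPM scale) and 2 stronger (ckb-1 when median-centred and NCU05267 with quantile normalization). In the fits leaving out a culture, 9 values of these genes became weaker, all of them frh or NCU07839.

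Absolute depth is unknown, so the precision of genes with low values rests on the spread between cultures alone. In the real grouping 3725 genes were called. Of the 10 ways to split the 6 cultures into groups of 3, 4 part every same-numbered pair as the real split does, and the real split was the 1 of these 4 with as many genes called, as many higher, as many lower, as many changed at least 2-fold and as many clock list calls. The largest number called in any other split was 0, with 30 to 270 genes at an unadjusted p under 0.05, against 4310 in the real split. The other 6 splits part 1 pair each. Every split but the real one mixes the strains, so the strain difference adds to the spread within its groups and lowers its counts. With 4 splits the share cannot fall below 0.05, so chance cannot be excluded by this count alone.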

Other observations

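The tests of other splits, of rotations along the chromosomes and of shuffled gene order were chosen only after the pattern was seen. So were those of the glycoside hydrolase genes, of the neighbours of nearly silent genes, of the remaining prd-2 signal and of windows around prd-2. The width of 40 genes used for chromosome ends was chosen then too. The patterns were noticed and tested on the same data and are hypotheses. A family of 8 p-values was computed, and Benjamini-Hochberg adjusted values over it are given beside the raw ones.

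The fall of ck-1a was precise but far from the largest in these data. It ranked 185 of 7797 tested genes by p and 1030 by the size of the change, and 665 called genes fell further. It concerned an abundant transcript, which ranked 330 by mean FPKM in the controls. The 10 clock list calls were as many as the list's expression level gives: the median number of calls in 10000 expression-matched lists was 10, and a share of 0.504 of the lists had at least 10 (adjusted p = 0.504). The small changes of other clock genes therefore cannot be told apart from the breadth of the response, in which 47.8% of the tested genes were called.

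The difference between strains was smallest in replicate number 3. The SD across genes of the mutant-minus-control difference was 0.702, 0.635 and 0.562 log2 units for replicate numbers 1, 2 and 3. Across tested genes, the slope of the mutant-minus-control difference on that of replicate number 2 was 0.796 for number 3 and 0.952 for number 1. Noise in replicate number 2 lowers both slopes. A slope under 1 therefore does not by itself show a smaller difference than in number 2. Of the 416 genes that fell at least 2-fold, 220 (52.9%) declined in the controls from replicate 1 to 2 to 3, and 149 (35.8%) rose in the mutants in that order, where 16.7% is the share for a random order of independent genes. Genes move together, so these shares are not tests. The explanation that control replicate 1 alone was atypical was tested by using control replicates 2 and 3 only. Mutant replicate 3 then still had a smaller slope on mutant replicate 2 than mutant replicate 1 had, by 0.086 (0.864 against 0.95). No spread is available for this difference, and either slope could be the smaller by chance. The comparison therefore does not decide whether control replicate 1 alone was atypical. A state of the culture that differed between flasks along part of the same axis as the strains is a candidate explanation. Examples are departures from the stated time of harvest or differences in the nutrients left. The labels give 48 h of growth for every culture and do not record either for single flasks. Across genes, control replicate 1 minus control replicate 3 had a correlation of -0.214 with the mutant mean minus control replicate 2. Mutant replicate 1 minus mutant replicate 3 had a correlation of 0.217 with mutant replicate 2 minus the control mean. Both signs place replicate 3 nearer to the other strain. Genes are not independent and these correlations do not show a cause, so the explanation by culture state was not tested directly.

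Glycoside hydrolase genes (symbol prefix gh) were examined as a family. Of the 58 tested gh genes, 42 were lower in the mutant, of which 30 were called, and 8 others were called higher, with a median of -0.29 log2 units. The median kept its sign in all 14 alternatives, scalings included, from -0.351 to -0.252. The expression level of these genes alone did not account for it, since a share of 0.0002 of the matched lists had a median as low (adjusted p = 0.0004). Genes in these lists were drawn independently, while gh genes may move together, so this share can be too small. The gh median of control replicate 1 minus control replicate 3 was 0.108 log2 units, against -0.002 in matched lists, at percentile 100.0 of the 10000 lists. Genes that fell in the mutant were in general higher in control replicate 1 than in control replicate 3, and the lists were matched on expression alone, so this percentile does not decide whether a culture state that differs between control flasks lies behind the fall of the gh genes. The flask difference was smaller than the fall, which was -0.254 without control replicate 1 (camera test, adjusted p = 0.00252 over 36 families). The matched lists were not redrawn without that culture. The fall cannot be told apart from that explanation here. The camera test called 3 of 36 families (gh lower, acu and arg higher), but 3 of the 4 splits that part every same-numbered pair gave as many families, the real split included, and the largest number in any other split was 6. Each of these other splits mixes the strains unevenly and still carries part of the strain and flask differences, so it is not a null, and a count of families takes no account of the strength of each call. The count therefore does not decide whether the family calls exceed chance. With quantile normalization the acu and arg families no longer passed (adjusted p = 0.0532 each, medians 0.768 and 0.462). Without mutant replicate 3 the arg family did not pass either (adjusted p = 0.062, median 0.498). Over the 14 alternatives, which were applied to the families after seeing the data, the adjusted p ran from 0.0118 to 0.0532 for acu, from 0.0148 to 0.062 for arg and from 0.000306 to 0.0178 for gh.

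Genes changed at least 2-fold were more frequent toward chromosome ends in NC12 gene order. Among the 560 tested genes within 40 places of an end, 69 (12.3%) were changed, against 510 of 7236 elsewhere (7.0%), and the share near ends was the higher in 7 of 7 chromosomes. The share did not fall steadily inward and the width of 40 marks no boundary: it was 14.6% in the outermost 20 places (41 of 280 genes), 28 of 280 genes in the next 20 places, 11.4% in the 560 genes after those, 9.8% in the following 1120, 6.7% in the following 2240 and 5.6% in the 3316 innermost genes. Expression level alone did not account for it: matched sets had a median of 46 such genes, and a share of 0.0008 had 69 or more (adjusted p = 0.0013). Genes in these sets were drawn independently, while neighbouring genes moved together, so this share can be too small. Rotating the calls around each chromosome gave as many in a share of 0.0099 of rotations (adjusted p = 0.0132). Of the 69 genes, 48 were lower and 21 higher in the mutant. Counting all called genes, the share was 53.4% near ends and 47.3% elsewhere. Relative to the share elsewhere this is a smaller excess, and it was not tested. The genes near ends also differed more between control replicates 1 and 3, at percentile 99.7 of matched sets, but a set with more changed genes would show this too, so the pattern cannot be told apart from a culture state that differs between control flasks. Strain differences near chromosome ends were not tested.

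Neighbouring genes changed together. The log2 fold changes of adjacent tested genes had a Pearson correlation of 0.17 and a Spearman rho of 0.119 over 7789 pairs, across genes, which are not independent. At 2 places apart the correlation was 0.069 and at 3 places 0.037. It did not fall steadily beyond that, at 0.027 for 5 places and 0.038 for 10 places. Shuffling genes within chromosomes gave as large a correlation in a share of 0.0001, the smallest that 10000 shuffles can give (adjusted p = 0.0003). Overlap of the spans annotated in NC12 did not account for it. The correlation was 0.17 in the 6829 pairs without overlapping spans and 0.163 in the 960 pairs with them. Fragments shared between neighbours whose transcripts overlap outside these spans are not excluded, because the annotation behind the values is not named. The difference between control replicates 1 and 3 also had a correlation between adjacent genes, of 0.103, with a share of 0.0001 of shuffles as large. Co-variation of adjacent genes was thus present between flasks of a single strain and is not specific to the mutant.

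The genes around prd-2 were slightly higher in the mutant. Of the 20 tested genes within 10 places, 16 were higher, 7 of them called, and 2 were called lower, with a median of 0.182 log2 units as deposited and 0.15 to 0.196 under the other scalings. Because neighbours move together in general, the value was set against all 7656 windows of 21 consecutive genes. A share of 0.025 of them had a median as high (adjusted p = 0.0288). That share counts the higher side only, a direction taken after the values were seen. A share counting both sides was not computed and would be at least as large. A local effect of the disrupted locus, or sequence inherited with it from another parent, is a candidate explanation that these data cannot separate. The prd-2 value left in the mutant, 25.93% of the control, cannot be told apart from fragments of the overlapping neighbour NCU01021, because gene-level values do not show where in the gene the fragments lie.

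A set of 3 genes was below 0.5 FPKM in every culture of one strain and at 5 FPKM or more in every culture of the other. Of these, NCU16929 and NCU09968 lie outside the rule for named genes and were chosen after their values were seen. NCU06420 and NCU16929 reached 5 FPKM only in the mutant, the latter at 15.6 ± 2.29 FPKM (SD, n = 3) against 0.331 to 0.382 FPKM in the controls. NCU09968, which overlaps NCU09969, measured 12.0 to 13.6 FPKM in the controls and was listed at 0 in mutant replicates 1 and 3 and at 0.014 in mutant replicate 2. A candidate explanation is a strain difference other than prd-2. A strain difference that also changes the neighbouring genes was tested, and 3 of the 30 tested genes within 5 places changed at least 2-fold, where the overall share gives 2.2. A difference confined to the single gene, or regulation by prd-2, cannot be told apart with these values.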
